# Karonudib has potent anti-tumor effects in preclinical models of B-cell lymphoma

**DOI:** 10.1038/s41598-021-85613-8

**Published:** 2021-03-18

**Authors:** Morten P. Oksvold, Ulrika Warpman Berglund, Helge Gad, Baoyan Bai, Trond Stokke, Idun Dale Rein, Therese Pham, Kumar Sanjiv, Geir Frode Øy, Jens Henrik Norum, Erlend B. Smeland, June H. Myklebust, Thomas Helleday, Thea Kristin Våtsveen

**Keywords:** Cancer, Drug discovery, Immunology

## Abstract

Chemo-immunotherapy has improved survival in B-cell lymphoma patients, but refractory/relapsed diseases still represent a major challenge, urging for development of new therapeutics. Karonudib (TH1579) was developed to inhibit MTH1, an enzyme preventing oxidized dNTP-incorporation in DNA. MTH1 is highly upregulated in tumor biopsies from patients with diffuse large B-cell lymphoma (DLBCL) and Burkitt lymphoma, hence confirming a rationale for targeting MTH1. Here, we tested the efficacy of karonudib in vitro and in preclinical B-cell lymphoma models. Using a range of B-cell lymphoma cell lines, karonudib strongly reduced viability at concentrations well tolerated by activated normal B cells. In B-cell lymphoma cells, karonudib increased incorporation of 8-oxo-dGTP into DNA, and prominently induced prometaphase arrest and apoptosis due to failure in spindle assembly. MTH1 knockout cell lines were less sensitive to karonudib-induced apoptosis, but were displaying cell cycle arrest phenotype similar to the wild type cells, indicating a dual inhibitory role of the drug. Karonudib was highly potent as single agent in two different lymphoma xenograft models, including an ABC DLBCL patient derived xenograft, leading to prolonged survival and fully controlled tumor growth. Together, our preclinical findings provide a rationale for further clinical testing of karonudib in B-cell lymphoma.

## Introduction

The use of chemo-immunotherapy has greatly improved survival in B-cell lymphoma patients, but relapsed/refractory disease still remains a prominent clinical challenge. Diffuse large B-cell lymphoma (DLBCL) is the most common type of aggressive non-Hodgkin lymphoma and 60–70% of patients are cured with standard treatment with R-CHOP^1^. However, only 10% of patients with relapsed/refractory disease will reach a 3-year progression-free survival^2^. Burkitt lymphoma (BL) is an aggressive lymphoma and requires intensified chemo-immunotherapy^3^, whereas mantle cell lymphoma (MCL) has no standard frontline therapy and is considered incurable with current treatment strategies^4^.

Karonudib (TH1579) is a novel drug developed to target the nucleotide metabolism by inhibiting the nucleotide pool sanitizing enzyme 7,8-dihydro-8-oxoguanine triphosphatase/MutT-homologue-1 (MTH1), encoded by Nudix hydrolase 1 (*NUDT1*)^5^. MTH1 converts oxidized nucleotide triphosphates (8-oxo-dGTP^6^, 2-OH-dATP^7^ and O-6-methyl-dGTP^8^) to the corresponding monophosphate forms. Hence, active MTH1 prevents incorporation of oxidized nucleotides into DNA, which otherwise could cause mispairing, mutations and ultimately cell death^6,9^. Under normal conditions with low reactive oxygen species (ROS) burden, MTH1 is not essential for cell survival^10^. This contrasts cancer cells which frequently upregulate MTH1 to compensate for increased ROS with corresponding higher oxidized nucleotide levels^11,12^. Furthermore, karonudib has a dual mechanism as it also directly and indirectly can perturb microtubule polymerization dynamics via an emerging role of MTH1 in mitosis^13,14^. Inhibition of MTH1 has potent anti-tumor activity in mouse models of colon cancer, malignant melanoma, hepatocellular carcinoma, -lung- and breast cancer^5,15–18^. The first in human clinical trial investigation with karonudib treatment has been initiated for patients with advanced solid malignancies (NCT03036228) and acute leukemias (NCT04077307); https://clinicaltrials.gov.

Here, we tested the effect of karonudib in vitro*,* explored the mechanisms of action and tested the in vivo efficacy of the drug using two different B-cell lymphoma xenograft models. Together, our data demonstrate a potent anti-tumor effect of karonudib and argue for its potential clinical use in treatment of aggressive B-cell lymphoma.

## Materials and methods

### Materials

Karonudib (TH1579) was synthesized in the Helleday laboratory as described earlier^19^.

### Cell lines, human samples and culture conditions

Burkitt lymphoma (BL): BL-41, Raji, Ramos, Rec-1 (Leibniz-Institut-Deutche Sammlung von Mikroorganismen und Zellkulturen (DSMZ)); Germinal center like B-cells (GCB) DLBCL: SU-DHL-6 (DSMZ), SU-DHL-4 (gift from L. Staudt, NCI, USA); Activated B-cell like (ABC) DLBCL: U2932 (DSMZ); DLBCL-double hit: Will-2 (DSMZ); immunoblastic B cell lymphoma: DoHH-2 (DSMZ); mantle cell lymphoma (MCL): Mino, JeKo-1, Granta-519 (DSMZ). Cell lines are kept for up to 8 weeks and mycoplasma tested with Venor GeM Classic (Minerva BioLabs, Berlin, Germany) after 4 weeks and always prior to injection of cells into mice. Cell lines were cultured in RPMI-1640 supplemented with 10% human serum (HS; TCS Biosciences, Buckingham, UK) or 10% fetal calf serum (FCS), penicillin and streptomycin, and maintained at 37 °C in 5% CO_2_. Cell line authentication was done by PCR-single-locus technology for 21 independent PCR systems (Eurofins, Denmark).

Peripheral blood was obtained from anonymous, healthy donors at the Blood Bank (Oslo University Hospital, Norway), with informed consent and approval from regional authorities, Regional Ethical Committee for Medical and Health Research Ethics (REK S-03280). Cells were maintained and activated as described earlier^20,21^. B cells were purified using Dynabeads CD19 Pan B according to manufacturer's instruction (Thermo Fischer Scientific). The B cells were activated minimum 24 h prior to experiments. The BL-41-luc cell line for xenograft studies has previously been described^20^. Patient derived DFBL-49659-V2 cells were obtained from PRoXe (The Public Repository of Xenografts, Dana-Farber Institute of Cancer).

### Cell viability, apoptosis, cell cycle analysis and DNA damage

Measurement of relative cell growth (CellTiterGlo, 72 h, karonudib (0.0625–1 µM)), viability (propidium iodide, 72 h, karonudib (0.25–1 µM)) and apoptosis (Active Caspase-3, 24 h, karonudib (0.5 µM)) was performed as previously described^20^. Proliferation (72 h, karonudib (0.25 µM) was performed using Cell Trace Violet (ThermoFisher Scientific). Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) was performed together with cell cycle analysis after 6, 12 and 24 h with karonudib treatment (0.5 µM) as previously described^20,22,23^. For cell cycle studies live/dead cell staining (near-IR dead cell stain kit L10119, Thermo Fisher Scientific) was performed prior to fixation. Antibodies: rabbit anti-phospho-histone H3 (pS10 #06-570 1:500; Merck), mouse anti-phospho-γ-histone H2AX (pS139 clone JWB301, #05-635 1:500; Merck), donkey anti-mouse IgG-Alexa488 (#715-545-150 1:500; Jackson Immunoresearch, West Grove, PA), and goat-anti-rabbit IgG-PE (1:500; Thermo). In addition we used biotin-16-dUTP (Merck), streptavidin-Cy5 (PA45001 1:400; GE Healthcare, UK) and Hoechst 33258 (2 µg/ml). Hoechst stained cells were stored at 4°C over night before analysis. Flow cytometry data were analyzed using the online Cytobank flow cytometry software (https://community.cytobank.org)^24^ or FlowJo v10.

### Gene expression profiling

Total RNA was isolated (MiRNeasy, Qiagen, Hilden, Germany) after 12 h treatment with karonudib (0.5 µM). The microarray analyses were performed on GeneChip Human Gene 2.0 ST Array (Affymetrix, Santa Barbara, CA). Two replicates were run per cell line (BL-41 and Mino). Gene set enrichment analysis was performed using the GSEA software v.3.0^25,26^, combining both cell line data against predicted gene sets (Hallmark datasets) downloaded from the MSigDB collection^27^. A thousand permutations were performed to test against control and karonudib treated cells*.* Gene sets with false discovery rate (FDR) *q* values < 0.1 were regarded as significantly enriched gene sets. Microarray data is available at NCBI’s Gene Expression Omnibus with accession number GSE123449. Publicly available mRNA expression data was used from the LLMPP study: Follicular Lymphoma (FL) (*n* = 191) GSE53820^28^, ABC-DLBCL (*n* = 176) GSE10846^29^, GCB-DLBCL (*n* = 97) GSE10846^29^, BL (*n* = 24) GSE4732^30^ and B-cells from PBMC (*n* = 5) GSE46062^31^. Microdissected samples are from GSE12453^32^.

### Western immunoblotting

Cells were lysed and processed for SDS-PAGE, and immunoblotting was performed as described earlier^20,33^. Antibodies: mouse anti-MTH1 (SC-271082; Santa Cruz Biotechnology, TX), rabbit anti-GAPDH (GTX102784; GeneTex, CA), and HRP-conjugated donkey anti-mouse and –rabbit IgG (Jackson Immunoresearch). Full immunoblots are displayed in Supplemental Fig. 7.

### Modified Comet assay

The modified comet assay has been described previously^5,15^. Briefly, BL-41 cells were treated with 0.5 µM Karonudib for 24 h and 20 mM KBrO3 for 2 h. Cells were harvested by centrifugation, mixed with 1.2% low-melting agarose at 37°C and added to fully-frosted slides (Thermo Fisher Scientific). Cells were kept in lysis buffer (2.5 M NaCl, 0.1 M EDTA, 10 mM Tris pH 10.0, 10% DMSO, 1% Triton X-100) at 4°C O/N in the dark. To detect 8-oxo-dG lesions, slides were incubated with recombinant 8-oxoguanine DNA glycosylase (OGG-1) (2.0 μg/ml) diluted in enzyme reaction buffer (40 mM HEPES pH 8.0, 0.1 M KCl, 0.5 mM EDTA and 0.2 mg/ml BSA) at 37°C for 45 min. Electrophoresis was run at 4°C at 300 mA, 25 V for 30 min. DNA was counterstained with SYBR Gold dye (Thermo Fisher Scientific) and images were acquired with a 10× objective in a Zeiss IF microscope and quantified using Comet Assay IV software (Instem, UK).

### Gene editing

Gene editing by CRISPR-Cas9 technology was done by electroporation of validated^34^ guide RNA sequence for MTH1 (CATGAAAAAGCGAGGCTTCG (Integrated DNA technology)) in Mino-Cas9 cells created as previously described^35^.

### Animal experiments

The care and handling of animals for the present study was approved by the Norwegian Food Safety Authority in compliance with the European Convention of the Protection of Vertebrates Used for Scientific Purposes in compliance with the ARRIVE guidelines (Project ID11675). NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ (NSG) mice were bred in-house. Based on prior experiments with these mice and BL-41-luc cell line, *n* = 11 for each of treatment and control groups were chosen^20^. Mice (6–10 weeks old), were injected subcutaneously with 2 × 10^6^ BL-41-luc cells. Tumor take was measured by bioluminescent imaging (IVIS spectrum in vivo imaging system) after 5 days. The mice were grouped within each cage for either karonudib or control based on tumor size in order to have non-biased, comparable groups. The DFBL-49659-V2 ABC DLBCL patient derived xenograft (PDX) was established from a patient who relapsed after receiving autologous stem cell transplant. The patient had received several prior treatments, including bortezomib and rituximab, R-CHOP and RICE. PDX cells were injected intravenously and treatment started at day 12. Mice were randomized in each cage. Pharmacokinetic studies of karonudib have been performed by Berglund et al.^5^, and the same dosing and treatment regiments that were found to be optimal were used in this study. Briefly, karonudib was dissolved in a 20% (w/v) solution of hydroxypropyl-β-cyclodextrins in acetate buffer (pH 4.6) to a concentration of 9 mg/ml. Mice were given karonudib (90 mg/kg) twice a day (b.i.d) by oral gavage three times a week (Monday–Wednesday–Friday schedule), until all control animals were euthanized due to tumor size in the BL-41-luc model and appearance of clinical signs in the PDX model. Tumor growth was monitored by IVIS^20^ or T_2_-weighted magnetic resonance imaging (MRI) using 7 T MR system (Biospec 70/20 USR, Bruker BioSpin MRI GmbH, Ettlingen, Germany) equipped with a volume T/R resonator with 75/40 mm diameter at regular intervals on days without drug administration. The volume of the spleen was measured by manual delineation of the spleen on the T_2_-weighted images in OsiriX^36^.

### Cellular thermal shift assay

The cellular thermal shift assay (CETSA) has been described previously^5^. CETSA was performed on BL-41-luc cells from the xenografts frozen in LN_2._ Vehicle treated mice were randomized and then given karonudib (90 mg/kg) or vehicle both 18 h and 4 h before euthanization.

### Microscopy

Hoechst stained cells from the flow cytometric cell cycle analysis were also prepared for microscopy using Cytospin as previously described^37^.

### Statistical testing

Statistical significance was determined by two-tailed unpaired Student’s t-test and one-way ANOVA in addition to Log Rank test for the Kaplan–Meier plots in the animal studies. GraphPad Prism was used for calculations. Differences were considered to be significant if *P* < 0.05.

All experiments were approved and performed according to Institutional guideline of Oslo University Hospital. All experimental protocols using animals were approved by the Norwegian Food Safety Authority (Forsøksdyrsforvaltningens tilsyns og søknadssystem, FOTS), which is the licensing committee and the Department of Comparative Medicine, Oslo University Hospital, in compliance with the European Convention of the Protection of Vertebrates Used for Scientific Purposes (Project ID11675). Peripheral blood was obtained from anonymous, healthy donors at the Blood Bank (Oslo University Hospital, Norway), with informed consent and approval from regional authorities, Regional Ethical Committee for Medical and Health Research Ethics (REK S-03280) which is the licensing committee.

## Results

To investigate the relevance of targeting MTH1 protein in B-cell lymphoma, we first investigated protein expression. MTH1 was highly expressed in B-cell lymphoma cells, while it was not detectable in activated peripheral blood B cells from healthy donors (Fig. 1A). Analysis of a published dataset^32^ revealed increased expression of the *NUDT1* mRNA in primary samples from patients with follicular lymphoma, diffuse large B-cell lymphoma and burkitt lymphoma (Fig. 1B). These data also demonstrated highest expression of *NUDT1* in healthy donor germinal centre B cells, in particular centroblasts, whereas the mRNA expression was lower in naive and memory B cells. *NUDT1* mRNA data were also obtained from the Leukemia Lymphoma Molecular Profiling Project (LLMPP) datasets^28–31^, demonstrating significantly higher transcription level of *NUDT1* in ABC and GCB DLBCL subtypes and in BL, but not in FL as compared to healthy donor B cells (Fig. 1C). These results indicate that MTH1 might be a rational target in aggressive B-cell lymphoma.

**Figure 1:**
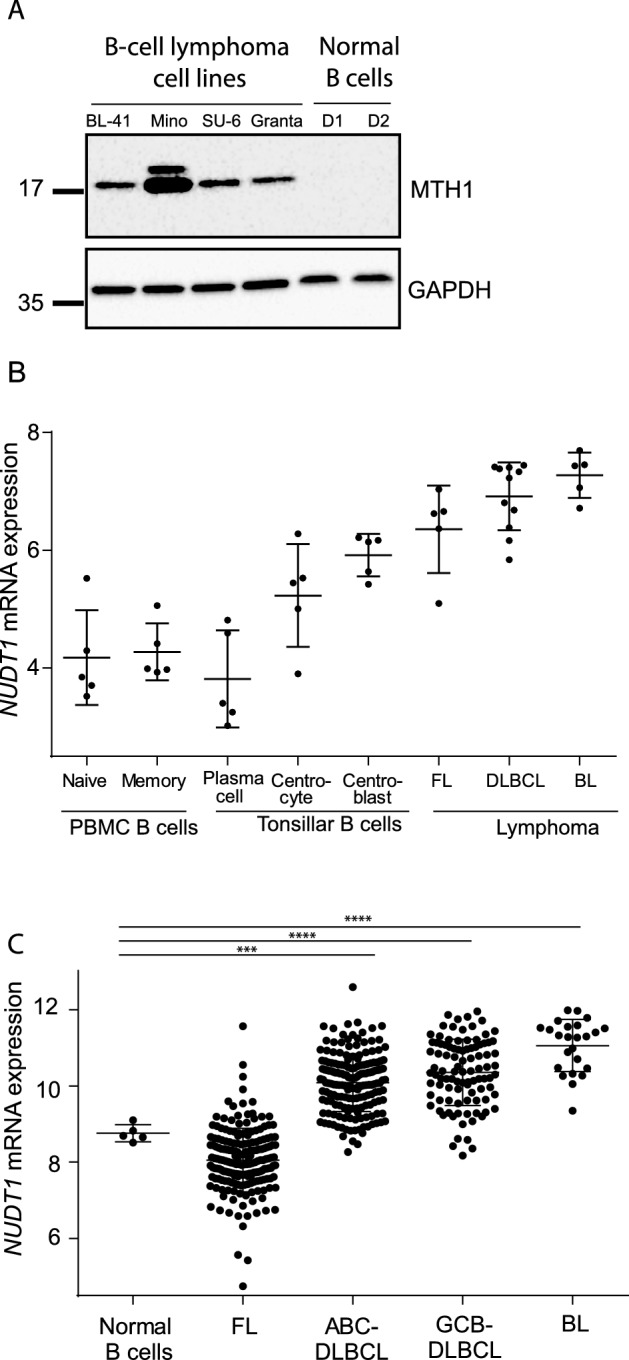
MTH1 is upregulated in B-cell lymphoma cell lines and patient samples. (**A**) MTH1 protein expression in B-lymphoma cell lines and in normal B cells activated with CD40L/IL21 for 24 h (PBMCs, two donors; D1–D2). (**B**) *NUDT1* mRNA data from microdissected samples from subpopulations of B cells from FL (*n* = 5), BL (*n* = 5) and DLBCL (*n* = 11) from Brune et al.^32^. (**C**) *NUDT1* mRNA levels from the LLMPP-database: FL (*n* = 191), ABC-DLBCL (*n* = 176), GCB-DLBCL (*n* = 97), BL (*n* = 24), and B cells from PBMCs (*n* = 5). Stars represent significance compared to normal B cells.

To test if karonudib had potent anti-lymphoma activity in vitro, a dose–response assay was performed in B-cell lymphoma cell lines representing ABC or GCB DLBCL, MCL and BL. Karonudib induced potent inhibitory effect on cell growth in all lymphoma cell lines, with IC_50_ ranging from 0.1 to 0.3 μM (Fig. 2A). In contrast, karonudib showed no effect on normal B cells from peripheral blood, activated with CD40L and IL-21 (Fig. 2A). In lymphoma cell lines, karonudib induced cell death determined by Propidium Iodide staining in a dose dependent manner (Supplemental Fig. 1A). Detection of active caspase-3 after 24 h of karonudib treatment confirmed induction of apoptosis selectively in B-cell lymphoma cells, but not in normal B cells (Supplemental Fig. 1B).

**Figure 2:**
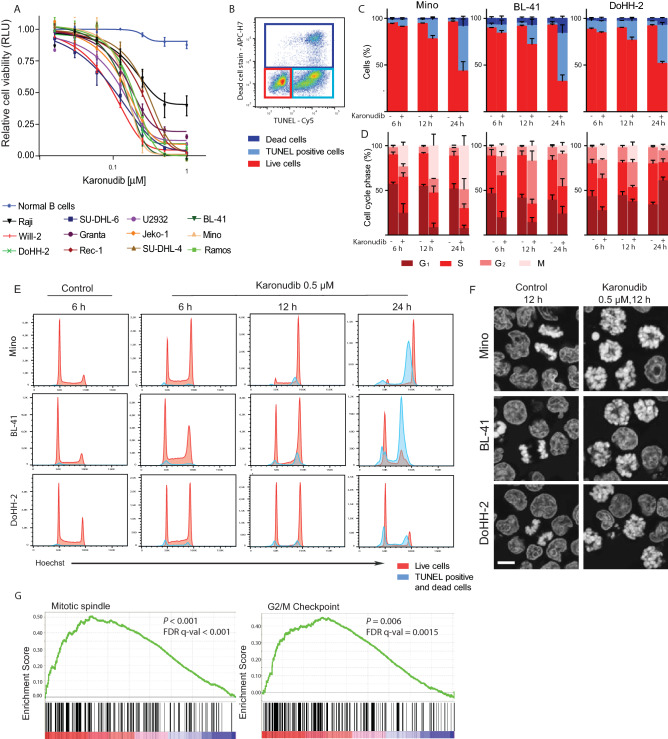
Karonudib induces apoptosis after metaphase arrest in lymphoma cell lines, without affecting healthy B cells. (**A**) Cell viability was measured by CellTiterGlo and normalized to untreated samples (karonudib, 0.0125–1 µM, 72 h, *n* = 3). (**B**) Gating strategy to identify apoptotic cells is shown for Mino cells (karonudib, 0.5 µM, 24 h): TUNEL^+^, light blue gate;, dead cells, dark blue gate; and live cells in red gate, and (**C**) the frequencies of these populations in Mino, BL-41 and DoHH-2 (karonudib, 0.5 µM, *n* = 3). (**D**) Cell cycle analyses of the live cells (from **C**). (**E**) Histograms representing live (red) and dead/apoptotic cells (blue) show G_2_ accumulation and M-arrest after karonudib treatment. DoHH-2 also show a G_1_ arrest at 24 h and cells entering apoptosis from G_1_-arrest. (**F**) Microscopy of Hoechst stained cells from the same experiment in (**B**–**E**) (12 h with or without 0.5 µM karonudib, 63×/1.4 objective, bar = 10 µm). An error in the spindle assembly is clearly visible in cells treated with karonudib (images captured randomly), whereas images of successful chromosome segregation in control cells were chosen to illustrate the difference. (**G**) GSEA of BL-41 and Mino cells (karonudib, 0.5 µM, 12 h), identified Mitotic spindle and G_2_/M-Checkpoint as significant altered gene sets (*P* < 0.001 and *P* = 0.006) (GSEA software v.3.0).

Combination of viability staining with TUNEL assay demonstrated an increase in the fraction of TUNEL-positive apoptotic cells after 12 h of karonudib treatment in three sensitive lymphoma cell lines, with a further increase to > 50% apoptotic cells after 24 h (Fig. 2B, C). Few necrotic cells were detected (dead cell stain ^+^ TUNEL^−^). Hence, apoptosis is the predominant form of cell death after karonudib treatment. The effect of karonudib on cell cycle distribution, cell cycle-resolved DNA damage and apoptosis was then studied in a time dependent manner. Karonudib induced accumulation of cells in G_2_ and particularly M phase for all three cell lines at 6 and 12 h after initiated treatment, while only the Mino cell line had a further increase in the percentage of G_2_ and mitotic cells at 24 h (Fig. 2D). After 24 h treatment DoHH-2 was clearly-arrested in G_1_ (Fig. 2D, E, red histograms). The apoptotic/dead cells (blue histograms) revealed that karonudib induced apoptotic cell death from the G_2_/M phase in cell lines with mutant TP53 (Mino and BL-41, Supplemental Table 1), whereas DoHH-2 (wt TP53) underwent apoptotic cell death also from G_1_ phase (Fig. 2E, blue histograms). It was not possible to assess whether the apoptotic cells originated from G_2_ or mitosis, as phospho-histone H3 expression is lost when mitotic cells become apoptotic (unpublished). The accumulated live cells were mainly mitotic cells as determined by phospho-histone H3 (ɣH2AX) expression (Supplemental Fig. 2B). Microscopic evaluation showed that the cells were arrested in prometaphase due to failure in spindle assembly, with formation of monopolar spindles and lack of chromosome alignment on a metaphase plate (Fig. 2F). Cells in anaphase were not detected among the karonudib treated cells, in contrast to cells grown in the absence of karonudib (Fig. 2F). Together, this indicates that karonudib effectively blocked progression through mitosis. The arrest in prometaphase was not accompanied by increased levels of ɣH2AX (Supplemental Fig. 2C). DNA damage in S phase cells leads to increased replication stress and decreased DNA replication rate^22^. However, karonudib did not increase ɣH2AX in S-phase cells (Supplemental Fig. 2C). Hence, karonudib does not increase the replication stress from the baseline levels, in contrast to what was observed with the PARP inhibitor olaparib^22^. To find the transcriptomic changes induced by karonudib, gene expression profiling was performed of Mino and BL-41 cells treated with or without karonudib for 12 h. 

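Messenger RNA was measured on 8 GeneChip Human Gene 2.0 ST arrays, 2 from each of 4 groups: control and karonudib-treated Mino cells (a mantle cell lymphoma line) and control and karonudib-treated BL-41 cells (a Burkitt lymphoma line). The karonudib groups received 0.5 µM for 12 h. The deposited values are log2 signals made by the authors with RMA, which corrects the background, normalizes the arrays to one another and summarises the probes of a transcript into 1 value. The sources used here do not give the program, its version or the annotation. The table used here holds 12387 probe sets, each of which reaches a log2 signal of at least 5.00 on at least 1 array, and the array medians lie between 6.32 and 6.43. The 2 arrays of a group correlated across genes with r = 0.987 in Mino controls, 0.990 in karonudib-treated Mino, 0.981 in BL-41 controls and 0.984 in karonudib-treated BL-41 cells. Known features of the lines follow the labels. CCND1, the cyclin activated by the translocation of mantle cell lymphoma, had a mean log2 signal of 10.16 ± 0.23 (SD, n = 2) in Mino controls and 5.30 ± 0.53 (SD, n = 2) in BL-41 controls, whereas MME, which encodes the germinal centre marker CD10, had 3.21 ± 0.04 and 9.20 ± 0.15 (SD, n = 2 each).
A gene symbol was paired with 6686 probe sets, and the brightest probe set of each gene was kept, which gave 6346 genes. The other 5701 probe sets are unnamed here. Among them may be genes that the lists below would hold: of 15 alpha and beta tubulin genes and 51 replication-dependent histone genes, 0 were measured in named rows. Treatment effects were fitted with limma in both lines combined, with the cell line as a term, and within each line and between the lines in a fit of the 4 groups. Gene lists were tested with the GSEA running sum on the signal-to-noise ratio of 4 karonudib arrays against 4 controls and permutation over 1000 random gene sets of the same size, at the paper's threshold, a false discovery rate (FDR) under 0.1. The Hallmark collection was not used here. Its mitotic spindle and G2/M checkpoint sets were written out from memory, with 199 genes each, of which 117 and 139 were measured. Nothing in the sources used here says that the replicates came from separate cultures beyond their being run a week apart, so the p-values measure the spread between these arrays, and their small number limits the precision.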

Gene set enrichment analysis was performed by combining the two cell lines for analysis, and revealed that only two gene sets were significantly dysregulated after karonudib treatment. These were gene sets annotated as “mitotic spindle” and “G_2_/M arrest” (Fig. 2G; Supplemental Table 2 and Supplemental Fig. 3), which is in accordance with the results from the functional analysis by flow cytometry (Fig. 2D, E).

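Across both lines combined, 16 of 6346 genes rose after karonudib and none fell (adjusted p under 0.05, limma; 428 rises and 214 falls at an unadjusted p under 0.05, and 0 genes by the methods' t-test after Benjamini-Hochberg adjustment). That t-test pools the lines without a cell line term, so differences between the lines widen its spread. All 16 were higher in each of the 4 same-numbered pairs of karonudib and control arrays. Of these, 12 are named genes, 2 are loci known only by a provisional LOC symbol and 2 are small RNA genes. One group consists of genes that act in mitosis, described with the late G2 and mitosis list. The other consists of genes with near-identical copies elsewhere in the genome, whose probes may be shared between the copies: HERC2P2, AGAP12P, NOTCH2NLA, GOLGA6L9, NPIPB3 and the readthrough transcript STAG3L5P-PVRIG2P-PILRB. HERC2P2 had the largest named rise, with a log2 fold change of 0.91 (SE 0.11, adjusted p = 0.0219, limma), on a dim probe set with a mean log2 signal of 4.44. Falls passed only under some alternatives, such as 11 with array weights. Among the falls in this fit, none of which passed, the smallest p-values belonged to C20orf144 (log2 fold change -0.65, SE 0.12, adjusted p = 0.0620, limma), FOXD2-AS1 (-0.62, SE 0.12) and FBXL20 (-0.89, SE 0.17).
In Mino alone, 8 genes rose and 3 fell (limma). They include CCNB1, which encodes cyclin B1, the partner of the kinase that drives entry into mitosis (log2 fold change 1.00, SE 0.12, adjusted p = 0.0228), and DEPDC1 (0.84, SE 0.12, adjusted p = 0.0415). The named falls were BMP8A, a bone morphogenetic protein (-1.03, SE 0.15), and CTAG2, a cancer-testis antigen (-0.96, SE 0.12). In BL-41 alone, 0 genes passed in limma (493 at an unadjusted p under 0.05, and 0 by the methods' t-test after adjustment), and 0 genes differed in response between the lines (408 at an unadjusted p under 0.05), so a difference between Mino and BL-41 was not shown for any gene.
Of the 27 gene lists with at least 10 measured genes, 16 were enriched, 8 toward higher and 8 toward lower expression after karonudib. When the 8 arrays were regrouped by replicate number instead of treatment, 6 lists passed the same test. The test can thus call lists without a treatment difference, and the count of 16 is not held to its stated FDR. The highest count of any regrouping other than treatment was 12. That split still set both BL-41 controls against both karonudib-treated BL-41 arrays, so it holds a treatment difference. Lists of cell cycle genes lay on both sides of 0. Of 40 measured G2/M phase markers, 2 rose, 0 fell and 38 did not pass in limma (28 rose when adjusted over the list alone), and all 40 had a log2 fold change above 0 (39 after median centring), with a median of 0.37 (enrichment score 0.81, FDR = 0.00861). Of 31 S phase markers, 0 rose or fell over all genes (13 fell when adjusted over the list alone), and 29 had a log2 fold change below 0, with a median of -0.22 (enrichment score -0.72, FDR = 0.00884). The S phase list gave an adjusted p = 0.117 in camera with an estimated correlation between genes. Examples with their log2 fold changes are CCNE2, a cyclin of the G1/S transition (-0.67, SE 0.22; -0.07 in Mino and -1.27 in BL-41, and lower in 3 of 4 pairs), GINS2, a subunit of the replicative helicase (-0.48, SE 0.12), and CDC6, which loads that helicase (-0.42, SE 0.11). Of 44 E2F targets, 0 rose or fell over all genes (12 fell when adjusted over the list alone), with a median of -0.16 (FDR = 0.00884, and adjusted p = 0.155 with an estimated correlation).

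**Figure D1:**
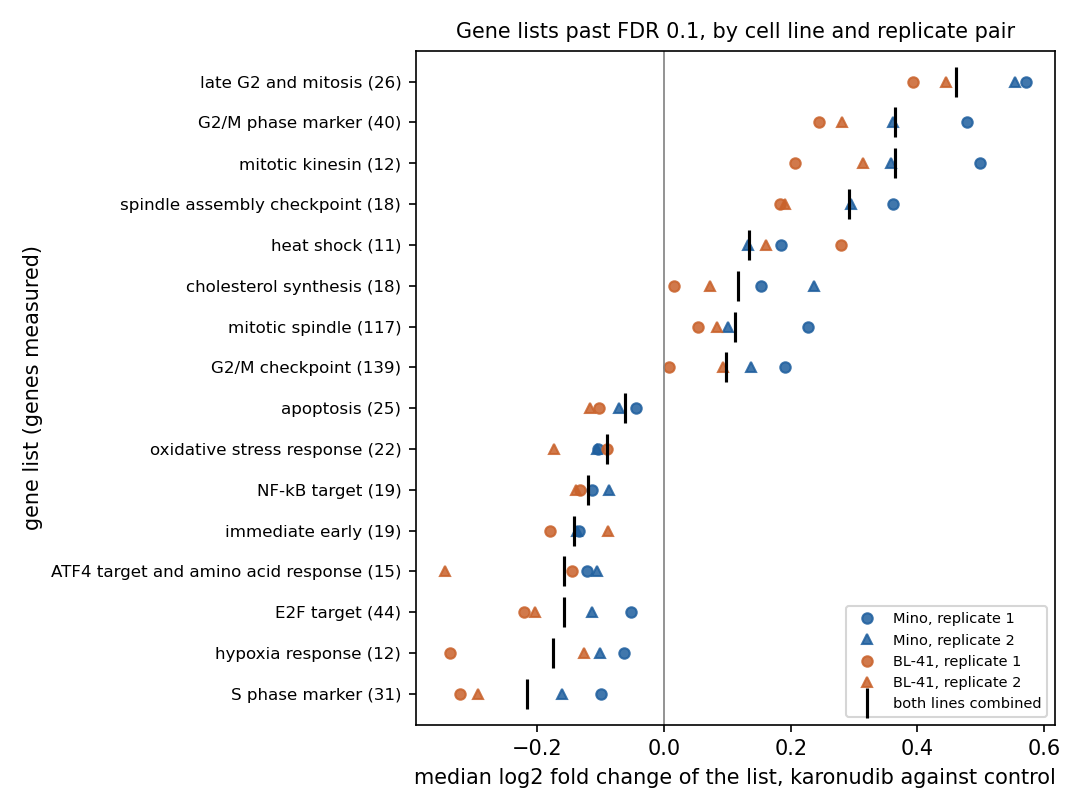
Median log2 fold change of karonudib against control for the 16 gene lists past the FDR threshold, with the number of genes measured in brackets. Circles and triangles are the 2 same-numbered pairs of arrays of each line (blue, Mino; orange, BL-41) and black bars are both lines combined; the S phase markers lie below 0 and the late G2 and mitosis genes above 0 in all 4 pairs.

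With the 4 same-numbered pairs of arrays as a block (the replicate block), 736 genes had an unadjusted p under 0.05 in both lines combined (limma), against 642 without it. After adjustment, 0 genes passed in both lines combined (smallest adjusted p = 0.0524, limma) and 2 passed in Mino. These 2 were the microRNA genes MIR644A and MIR1206, named after their values were seen. Without any 1 of the 4 Mino arrays, or without BL-41 karonudib replicate 1, the combined count was also 0. With an estimated correlation in camera, 4 lists passed: late G2 and mitosis, G2/M phase markers and mitotic kinesins toward higher and immediate early transcripts toward lower expression. With the replicate block as well, a setting chosen after seeing the data, 0 lists passed (adjusted p = 0.184 for each of the 4).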

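Of 26 measured genes of late G2 and mitosis, 5 rose, 0 fell and 21 did not pass in both lines combined (limma; 24 rose when adjusted over the list alone), and all 26 had a log2 fold change above 0. The list was enriched toward higher expression (FDR = 0.00861, and 0.0110 in Mino alone and 0.0140 in BL-41 alone) and passed in camera with an estimated correlation (adjusted p = 0.0118), but not with the replicate block as well (adjusted p = 0.184). The 5 were TROAP, a spindle-associated protein (log2 fold change 0.75, SE 0.11, adjusted p = 0.0264), CDC20, the activator of the anaphase-promoting complex (0.65, SE 0.11, adjusted p = 0.0414), PLK1, a kinase of spindle assembly (0.60, SE 0.10, adjusted p = 0.0414), KIF20A, a kinesin of cytokinesis (0.56, SE 0.08, adjusted p = 0.0219), and CENPA, the centromeric histone (0.54, SE 0.08, adjusted p = 0.0332). SPAG5, which encodes the spindle protein astrin, rose by 0.58 (SE 0.10, adjusted p = 0.0414, limma). CDC20 had a mean log2 signal of 9.68 ± 0.08 (SD, n = 2) in control and 10.35 ± 0.03 in karonudib-treated Mino, and 9.59 ± 0.24 and 10.22 ± 0.20 in BL-41. The median log2 fold change of the 26 genes was 0.54 in Mino and 0.41 in BL-41, and this difference between the lines did not pass (adjusted p = 0.866, camera with an estimated correlation).

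**Figure D2:**
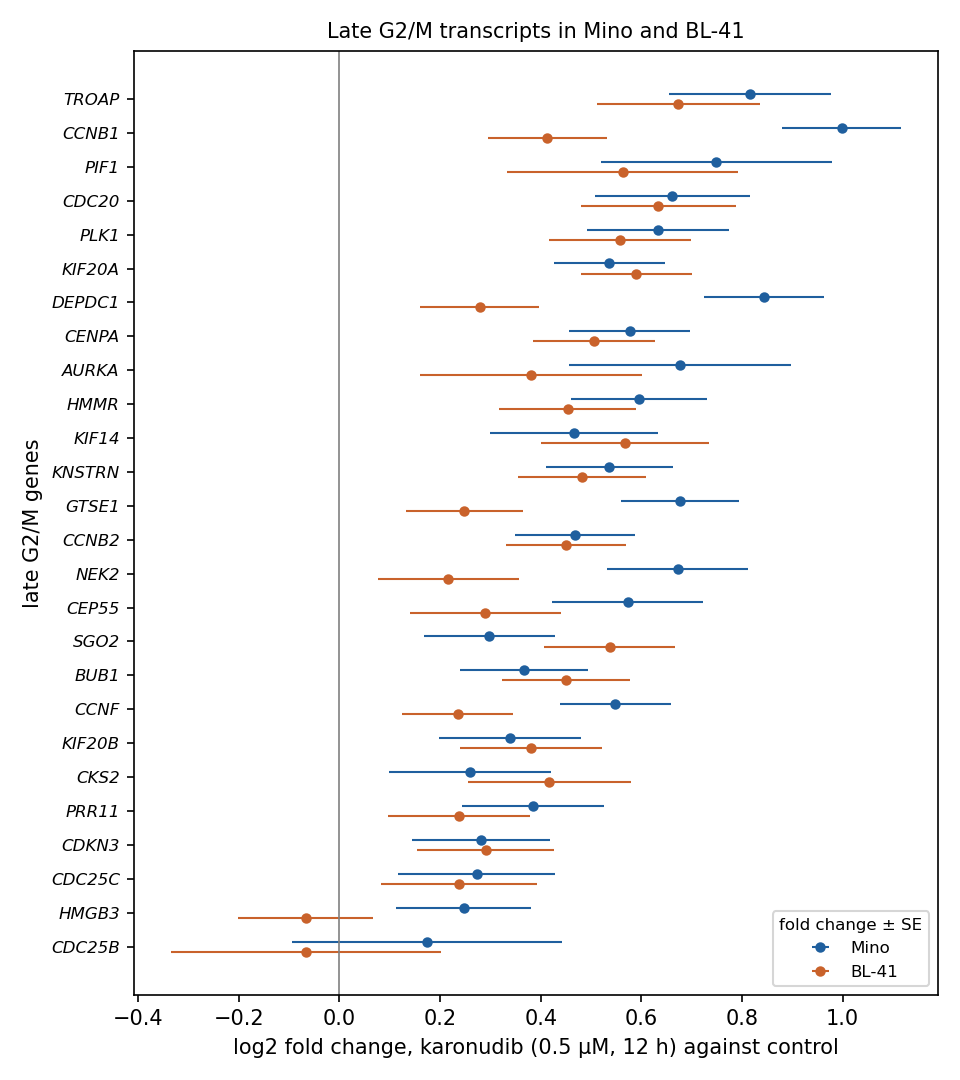
Log2 fold change of karonudib (0.5 µM, 12 h) against control with its standard error from limma for the 26 measured genes of late G2 and mitosis, in Mino (blue) and BL-41 (orange), 2 arrays per group. In Mino all 26 points lie above 0, and in BL-41 all but HMGB3 and CDC25B.

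All 12 measured mitotic kinesins had a log2 fold change above 0, with a median of 0.36, and 1 rose, 0 fell and 11 did not pass (8 rose when adjusted over the list alone). KIF14, a kinesin of cytokinesis, had 0.52 (SE 0.11) and KIF2C, which depolymerises microtubules at kinetochores, 0.41 (SE 0.09), neither passing. Of 18 spindle assembly checkpoint genes, 1 rose, 0 fell and 17 did not pass (10 rose when adjusted over the list alone), with a median of 0.29. BUB1 and BUB1B, members of this checkpoint, had log2 fold changes of 0.41 (SE 0.09) and 0.38 (SE 0.09) and did not pass. The enrichment of the spindle assembly checkpoint list gave an adjusted p = 0.107 in camera with an estimated correlation and did not pass without Mino control replicate 1 (FDR = 0.189) or BL-41 karonudib replicate 2 (FDR = 0.140).
Of the 117 measured genes of the mitotic spindle list, PLK1 rose, 0 fell and 116 did not pass (21 rose when adjusted over the list alone), and 84 had a log2 fold change above 0, with a median of 0.11. The enrichment score was 0.57 (permutation p = 0.00128, FDR = 0.00861), where this p is the smallest the random gene sets could give. It did not pass in camera with an estimated correlation (adjusted p = 0.226). Of the 139 measured genes of the G2/M checkpoint list, 4 rose (TROAP, CDC20, PLK1 and CENPA), 0 fell and 135 did not pass (26 rose and 5 fell when adjusted over the list alone), and 100 had a log2 fold change above 0, with a median of 0.10. Its enrichment score was 0.51 (permutation p = 0.00125, also the smallest possible, FDR = 0.00861), and this list too had an adjusted p = 0.226 in camera with an estimated correlation. The study singled out both sets on these samples, so their counts are not independent evidence of a direction. The 32 measured genes that the lists share had a median log2 fold change of 0.31, against 0.05 for the 85 found only in the spindle list and 0.06 for the 107 found only in the G2/M list. In camera with an estimated correlation these parts had an unadjusted p of 0.0198, 0.296 and 0.284. Against random gene sets, each list still passed without the shared genes (FDR = 0.0146 for the spindle list and 0.0314 for the G2/M list). Each list was enriched in Mino alone (FDR = 0.0110 for the spindle list and 0.0143 for the G2/M list) and in BL-41 alone (FDR = 0.0140 for both).
Random gene sets take no account of genes that vary together, as camera does. Fry, a limma set test that allows for such genes but compares no list with the other genes, kept both lists. Its FDR was 0.0613 for the spindle list and 0.0559 for the G2/M list. Permuting the arrays within lines gave both lists an FDR of 0.15, from a p of 0.0556 that is the smallest this exact one-sided permutation test can give. From the enrichment of these sets, the paper states that the transcriptional change is in accordance with the flow cytometry of the same lines, in which cells accumulated in G2 and M phase (Fig. 2D,E).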

Karonudib inhibits the activity of MTH1, and also stabilizes the MTH1 protein^5^. To test if karonudib had a similar effect in normal and malignant B cells, the BL-41 and SU-DHL-6 cell lines and normal B cells were treated with karonudib for 6 and 18 h before preparing cell lysates and analysis of protein expression by Western immunoblotting. This revealed that karonudib stabilized MTH1 in the B-cell lymphoma cells, but had no detectable effect in normal B cells (Fig. 3A). Drugs like karonudib that interfere with the MTH1 activity would be expected to increase the incorporation of 8-oxo-dGTP into DNA. This was indeed confirmed by the modified comet assay where BL-41 cells were treated with karonudib and the incorporation of 8-oxo-dGTP was analyzed indirectly by adding recombinant OGG-1 glycosylase (Fig. 3B, C, *P* < 0.001).

**Figure 3:**
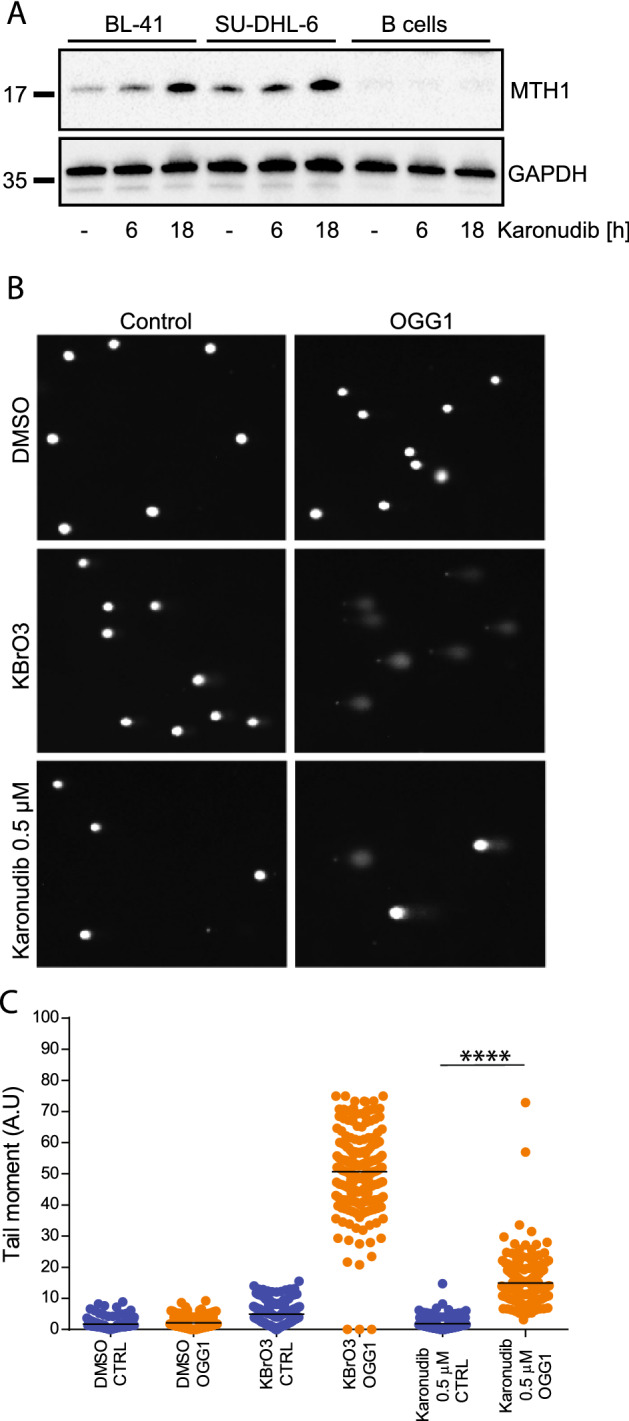
Inhibition of MTH1 leads to increased incorporation of 8-oxo-dGTP. (**A**) MTH1 expression was detected in total cell lysates (karonudib, 0.5 µM, 6 h, 18 h). (**B**, **C**) A modified comet assay was used to indirectly measure incorporation of 8-oxo-dGTP. An increase in comet tails indicates nick in the DNA by recombinant 8-oxoguanin-DNA-glycosylase (OGG-1) where 8-oxo-dGTP is present. BL-41 cells (karonudib, 0.5 µM, 24 h. KBrO_3_ was used as a positive control (*n* = 200)). Images are acquired by Zeiss IF microscope and quantified using Comet Assay IV software.

Because the specificity of the TH588 inhibitor has been debated^34,38^, we generated *NUDT1* knockout (KO) lymphoma cells using a Mino-Cas9 cell line. We successfully generated seven clones that lacked expression of MTH1 (Fig. 4A, Supplemental Fig. 4). Viability and proliferation assays showed an increased tolerance for karonudib in the *NUDT1*-KO clones (Fig. 4B, C). We selected two KO clones (KO1 and KO3) for further testing to gain insight into the mechanisms of karonudib. Both *NUDT1* KOs had significantly higher proliferation in the presence of karonudib as compared to wild type (WT) cells, demonstrating on-target effect of the drug (Fig. 4C). However, the KO cells were not completely resistant to karonudib, hence demonstrating additional MTH1-independent toxic effect of the drug. Cell cycle analysis demonstrated prominent accumulation in G_2_ and mitotic arrest in the two *NUDT1-*KO clones, similar to the WT cells after karonudib treatment (Fig. 4D, F). However, the two KO clones demonstrated increased resistance to karonudib induced apoptosis as compared to WT cells, with 68 and 65% live cells for *NUDT1*-KO1 and KO3 as compared to 37% live cells for WT cells when treated with 0.5 µM of karonudib (Fig. 4E, *P* < 0.0001). Cell cycle distribution was analyzed in the same experiments, and revealed that karonudib had similar effect on cell cycle arrest in the *NUDT1*-KO clones as in the WT cells (Fig. 4F). All together, these experiments demonstrate an on-target effect of karonudib for induction of apoptosis, whereas the cell cycle arrest is independent of MTH1 expression.

**Figure 4:**
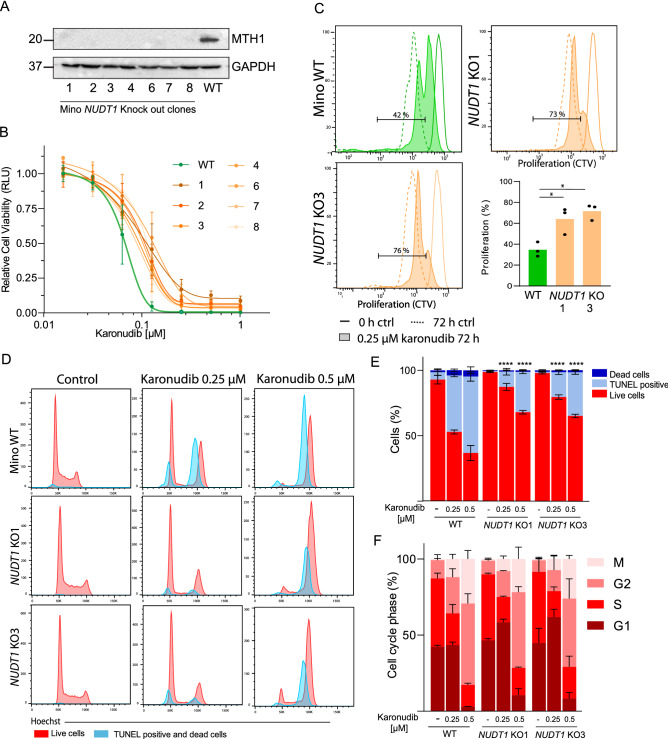
*NUDT1* KO in Mino cell lines confirm dual mechanism of karonudib. Two *NUDT1* KO clones of Mino were used to assess the effect of MTH1 loss in the lymphoma model. (**A**) Western immunoblot of seven clones show loss of MTH1 expression. (**B**) Cell viability was measured in Mino WT (green) and *NUDT1* KO (orange) by CellTiterGlo and normalized to untreated samples (karonudib, 0.0125–1 µM, 72 h, *n* = 3) (**C**) Proliferation using Cell Trace Violet (CTV) is shown for Mino WT, *NUDT1* KO1 and *NUDT1* KO3 (continuous line: control cells at time zero, dashed line: control 72 h and filled histogram: 0.25 µM karonudib 72 h). Quantification of the % (shown in gate) of proliferating cells in WT and 0.25 µM karonudib treated cells. *Significant differences (*P* < 0.05), repeated measurements one-way ANOVA with Dunetts correction between WT and the KO-clones. (**D**) Gating strategy to identify live, dead and apoptotic cells is shown for Mino cells in Fig. 2B. Histogram representing live (red) and dead/apoptotic cells (blue) show G_2_ accumulation and M-arrest after karonudib treatment, 24 h. (**E**) TUNEL^+^, light blue,; dead cells, dark blue,; and live cells in red show the frequencies of these populations in Mino WT, *NUDT1* KO 1 and *NUDT1* KO 3 (karonudib, 0.25 and 0.5 µM, 24 h, *n* = 3). *Significant differences (*P* < 0.0001, one-way ANOVA with Dunetts correction) between WT and the KO-clones for both concentrations of karonudib. (**F**) Cell cycle analyses of the live cells from (**E**).

To test the efficacy of karonudib in vivo, the aggressive Burkitt lymphoma cell line BL-41-luc was inoculated subcutaneously in NSG mice, and in vivo luminescence was used to confirmed equal tumor load prior to treatment (Supplemental Fig. 5A, B). For mice in the treatment group, karonudib was administered by oral gavage twice daily, 3 days a week over a period of 16 days. A significant decrease in tumor size in karonudib treated mice was observed from day 9 after treatment start (Fig. 5A, *P* < 0.0001). Imaging at day 13 showed a significant difference in tumor load between control and karonudib treated mice (Fig. 5B, *P* < 0.0001). However, about a week after end of treatment, tumor re-growth was observed. All mice eventually showed tumor re-growth, although at the end of study, three of the mice had tumor detectable by luminescence imaging only (Fig. 5A; Supplemental Fig. 5A). The survival curve showed a median time to end point of 14 versus 36 days for control and karonudib treated mice, respectively (Fig. 5C, *P* < 0.0001). To confirm target drug binding in vivo, a Cellular Thermal Shift Assay (CETSA) was performed in tumors from mice treated with karonudib 24 h and 4 h before sampling (Fig. 5D). The melting curve obtained from the CETSA analysis demonstrated a thermal shift of 2.55 °C (*P* = 0.00012), indicating specific binding of karonudib to MTH1 in vivo. This indicated an on-target effect of karonudib upon in vivo treatment.

**Figure 5:**
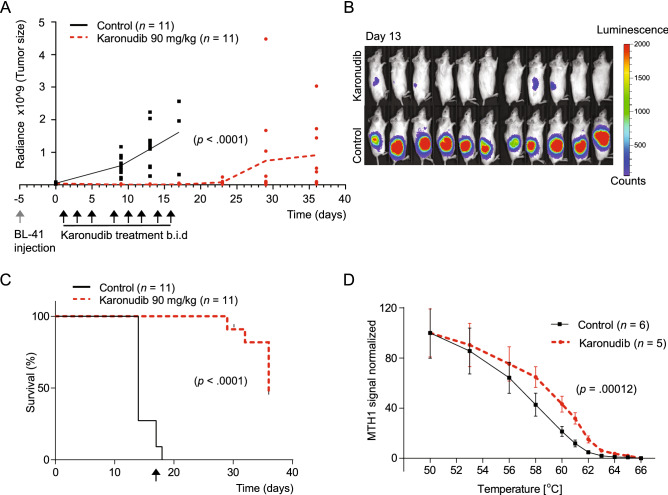
Karonudib has a strong anti-tumor effect in vivo*.* (**A**) Tumor growth of BL-41-luc cells was monitored with IVIS luminescence measurements (physical units of surface radiance (photons/s/cm^2^/st)) at day 0, 9, 13, 17, 23, 29 and 36 after treatment start. Treatment was initiated 6 days after inoculation, and karonudib was given *per os, b.i.d,* 90 mg/kg three times a week for 16 days. Tumor growth was significantly decreased in mice treated with karonudib already at day 9, 13 and 17 compared with treatment start (*P* < 0.0001 for all time points). There was a significant difference (*P* < 0*.*0001) between treatment and vehicle both 9 and 13 days after treatment start (unpaired two-tailed t-test with Welsh's correction). (**B**) IVIS image of animals at day 13. (**C**) Kaplan–Meier is based on tumor size (> 2 cm^3^ or 2 cm length in one direction). Median survival was 14 vs. 36 days in control vs. karonudib treated mice (*P* < 0.0001, Log-rank test). Arrow indicates end of treatment. (**D**) In vivo target engagement of karonudib to MTH1 shown by CETSA. Vehicle treated mice were randomized and then given karonudib (90 mg/kg) or vehicle 18 h and 4 h prior to euthanization and dissection of tumor tissue. Melting curve for MTH1 with a significant T_m_ shift of 2.55°C is shown (*P* = 0.00012, karonudib treated (*n* = 5), vehicle (*n* = 6)) measured at 50% MTH1 denaturation.

To further validate the preclinical effects of karonudib in B-cell lymphoma, we used a patient-derived lymphoma xenograft (PDX) model by intravenous injection of lymphoma cells from an ABC-DLBCL patient into NSG mice. This model demonstrated homing of tumor cells to the spleen and bone marrow, but with very few circulating tumor cells in the blood. Karonudib treatment was started 12 days after injection of tumor cells, and followed the same scheme as described for the BL-41 xenograft model, for a period of 23 days. The tumor growth was monitored by MR-imaging and volume measurement of the spleen. Also in the PDX model, karonudib demonstrated potent anti-lymphoma activity which was clearly shown by the lack of increased spleen size in the karonudib treated mice as long as they were under treatment (Fig. 6A; Supplemental Fig. 6A, B). MRI at day 18 after treatment start demonstrated massive infiltration of tumor cells in the spleen and bone marrow of the control mice, while karonudib treated mice had no sign of tumor cells (Fig. 6B; Supplemental Fig. 6A). The survival curve showed a median survival of 18 versus 28 days for control and karonudib treated mice, respectively (Fig. 6C, *P* < 0.0001). The MTH1 level in the karonudib treated group after tumor re-growth was unchanged compared to the control group (Supplemental Fig. 6C) suggesting that tumor cells after relapse still could be sensitive to karonudib treatment. Karonudib was generally well tolerated as demonstrated by similar weight distribution (Supplemental Fig. 6D). Taken together, karonudib was well tolerated and demonstrated potent anti-tumor activity in aggressive B-cell lymphoma preclinical models.

**Figure 6:**
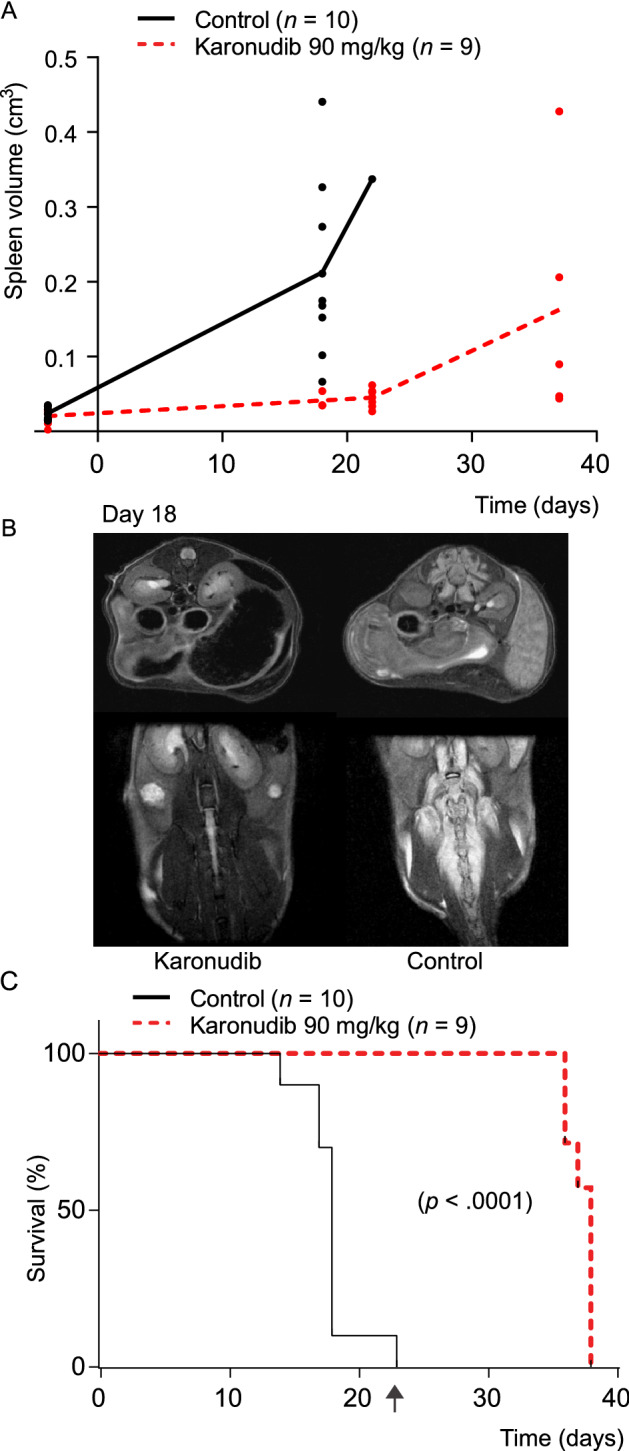
Karonudib has a strong anti-tumor effect in the ABC DLBCL PDX model DFBL-49659-V2. Tumor cells were injected intravenously and tumor growth monitoring of spleen and bone marrow with MR-imaging. (**A**) The treatment was initiated 12 days after tumor injection, and continued for 23 days as indicated (karonudib *per os*, *b.i.d*, 90 mg/kg three times a week). Spleen volume was measured by manual delineation on the T_2_-weighted images. First scan was performed 4 days prior to treatment start up. (**B**) T_2_-weighted MRI scans of a karonudib and vehicle treated mice at day 18. The arrows indicate increased spleen and edema around the spine in the untreated animal. (**C**) Median survival was 18 vs. 38 days in control vs. karonudib treated mice (*P* < 0.0001, Log-rank test). The mice were monitored until they showed clinical signs. Arrow indicates end of treatment. All images are presented in Supplemental Fig. 6A.

## Discussion

MTH1 inhibitors have demonstrated tumor suppressive properties in colon cancer, malignant melanoma, liver cancer, small cell lung cancer and breast cancer in mice models^5,15–18^. However, the efficacy of MTH1 inhibitors in hematological malignancies has not yet been reported. In this first preclinical study of B-cell lymphoma, we demonstrate a strong inhibitory effect of karonudib on cell growth in a wide range of B-cell lymphoma cell lines at concentrations not affecting healthy donor normal B-cells. Karonudib mediated anti-lymphoma activity through induction of mitotic arrest, leading to apoptosis. Testing of *NUDT1* KO clones revealed that the apoptosis-induced effect of karonudib partially was mediated by MTH1, whereas the cell cycle arrest was an MTH1-independent effect. We further demonstrated potent anti-tumor efficacy of karonudib in vivo in two different lymphoma xenograft models, including an ABC DLBCL PDX xenograft model.

MTH1 was highly expressed in B-cell lymphoma cell lines compared to normal activated B cells, and was therefore identified as a potential target. Based on this information and the fact that MTH1 has been characterized as a non-essential protein in normal cells within a realistic treatment window^39^, we hypothesized that patients with B-cell lymphoma could possibly benefit from inhibition of MTH1. Analysis of publicly available gene expression data have shown that the *NUDT1* expression increases with proliferation status of the B-cell subtype^11^, and is in concordance with the known high tumor cell proliferation rate in these subtypes. In mice, depletion of MTH1 seemed not to affect their health as MTH1 knockout mice appear healthy and have survival rates comparable to normal mice^10^. The human toxicity profile will be addressed in the on-going first in human, first in class phase I clinical trials with karonudib monotherapy in advanced cancer patients (NCT03036228 and NCT04077307 at https://clinicaltrials.gov).

Karonudib has previously been shown to specifically bind to MTH1^5^, and exposure leads to elevated incorporation of oxidized nucleotides into DNA. This effect could be reversed by overexpressing MTH1, MutT (the bacterial version of MTH1) or by pretreatment with ROS scavenger^7^. Here, we demonstrated direct binding of karonudib to MTH1 in mice. Although all mice treated with karonudib eventually relapsed, the level of MTH1 remained similar to the before-treatment level. This suggests that tumor cells after relapse still could be sensitive to karonudib.

Here, we demonstrated that all B-cell lymphoma cell lines displayed a pronounced mitotic arrest in response to karonudib treatment, due to aberrant mitotic spindle formation. This may be related to the mechanism of action of karonudib, targeting microtubuli^13^. The transcriptional changes induced by karonudib in lymphoma cell lines supports this hypothesis as the only significant enrichment profiles identified were "spindle formation" and "G_2_/M-arrest". In addition to mitotic arrest in all three tested lymphoma cell lines, the *TP53* mutation status influenced the type of cell cycle arrest induced. Whereas karonudib induced G_2_/M arrest in cell lines harboring mutant TP53, DoHH-2 with WT TP53 additionally had a pronounced G_1_ arrest after karonudib treatment. Our finding that karonudib had potent inhibitory effect in lymphoma cells harboring mutated TP53 could be an important discovery, as many drugs used in treatment of relapsed lymphoma patients require a functional TP53 to be effective^40–42^ and TP53 loss or mutation is associated with inferior survival^42–45^. Furthermore, karonudib was also potent in lymphoma cells regardless of the mutational or translocation status of *MYC* (Supplemental Table 1). This is essential since double-hit lymphomas with aberrant expression of MYC and BCL2 has dismal outcome^46,47^. Further studies to evaluate therapeutic effect of karonudib in B-cell lymphoma subtypes including high-risk patients are therefore warranted.

However, the validity of MTH1 and MTH1 inhibitors in cancer has been debated and TH588, the first generation MTH1 inhibitor, has been shown to bind microtubuli and induce mitotic arrest in MTH1 knockout cell lines^34,38^. Additional mechanism of action has been proposed for the cytotoxic MTH1 inhibitors and indeed karonudib has a dual mechanism of action. Karonudib causes mitotic arrest via disturbed microtubule polymerization and increased oxidized nucleotides incorporated into DNA during mitosis^13^. Interestingly, the non-cytotoxic MTH1 inhibitors can become cytotoxic and elevate incorporation of oxidized nucleotides into DNA when combined with a mitotic arrest compound such as paclitaxel, CENP-E inhibitor^13^, supporting the importance of having a dual mechanism for effective anti-tumor effect. Based on this, we hypothesized that karonudib and TH588 have dual mechanism of action in tumor cells by inhibition of spindle formation during mitosis leading to mitotic arrest, and by inducing increased levels of oxidized nucleotides and increased incorporation of 8-oxo-dGTP in the genome^14^. That drugs have different mechanism of action is however common, even for drugs that have entered clinical trials^48^. Since this has implications for efficacy and toxicity in patients, it calls for stringent genetic validation of action for cancer drugs in the preclinical setting. We generated *NUDT1* KO clones and testing the effect of karonudib. In these clones we demonstrated on-target effect as the apoptosis-inducing effect to the drug was partially lost upon loss of MTH1. However, since *NUDT1* KO clones exhibited a similar cell cycle arrest phenotype as the WT cells after karonudib treatment, this clearly shows that karonudib can induce cell cycle arrest independent of MTH1, and hence has a dual mechanism of action (Fig. 7).

**Figure 7:**
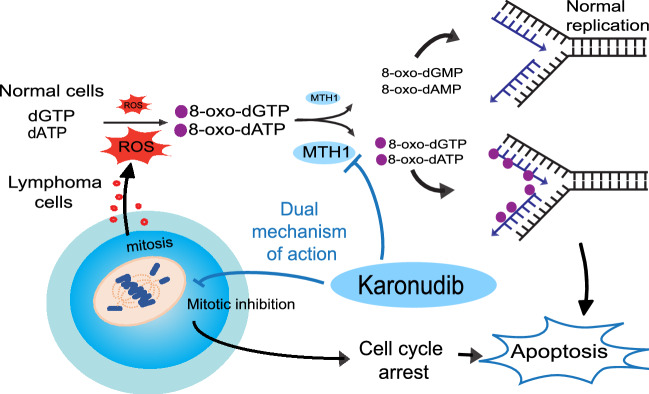
Dual mechanism of karonudib leads to apoptosis in lymphoma cells. Karonudib was developed to target the nucleotide metabolism by inhibiting the nucleotide pool sanitizing enzyme, MTH1. MTH1 converts oxidized nucleotide triphosphates created by reactive oxygen species (ROS) to the corresponding monophosphate forms, preventing incorporation of oxidized nucleotides into DNA. High ROS levels in lymphoma corresponds to high MTH1 levels. Karonudib inhibits the function of MTH1 and results in increased oxidized nucleotides in the DNA, and the drug also perturbs microtubule polymerization and leads to cell cycle arrest and apoptosis.

Taken together, our data suggest that karonudib is a new promising drug with a potential broad therapeutic use in B-cell lymphoma. The drug has a dual mechanism of action and may be particular effective in aggressive lymphoma with both high MTH1 levels and high proliferation rate.

## Supplementary Information

Supplementary Information.

## Data Availability

Microarray data is available at NCBI’s Gene Expression Omnibus with accession number GSE123449.

## References

[1] Coiffier B, Sarkozy C (2016). Diffuse large B-cell lymphoma: R-CHOP failure-what to do?. Hematol. Am. Soc. Hematol. Educ. Program.

[2] Gisselbrecht C (2010). Salvage regimens with autologous transplantation for relapsed large B-cell lymphoma in the rituximab era. J. Clin. Oncol..

[3] Casulo C, Friedberg JW (2018). Burkitt lymphoma—A rare but challenging lymphoma. Best Pract. Res. Clin. Haematol..

[4] Maddocks K (2018). Update on mantle cell lymphoma. Blood.

[5] Berglund UW (2016). Validation and development of MTH1 inhibitors for treatment of cancer. Ann. Oncol..

[6] Sakumi K (1993). Cloning and expression of cDNA for a human enzyme that hydrolyzes 8-oxo-dGTP, a mutagenic substrate for DNA synthesis. J. Biol. Chem..

[7] Fujikawa K (1999). The oxidized forms of dATP are substrates for the human MutT homologue, the hMTH1 protein. J. Biol. Chem..

[8] Jemth AS (2018). MutT homologue 1 (MTH1) catalyzes the hydrolysis of mutagenic O6-methyl-dGTP. Nucleic Acids Res..

[9] Yoshimura D (2003). An oxidized purine nucleoside triphosphatase, MTH1, suppresses cell death caused by oxidative stress. J. Biol. Chem..

[10] Tsuzuki T, Egashira A, Kura S (2001). Analysis of MTH1 gene function in mice with targeted mutagenesis. Mutat. Res..

[11] Oda H, Nakabeppu Y, Furuichi M, Sekiguchi M (1997). Regulation of expression of the human MTH1 gene encoding 8-oxo-dGTPase. Alternative splicing of transcription products. J. Biol. Chem..

[12] Fujikawa K, Kamiya H, Yakushiji H, Nakabeppu Y, Kasai H (2001). Human MTH1 protein hydrolyzes the oxidized ribonucleotide, 2-hydroxy-ATP. Nucleic Acids Res..

[13] Gad H (2019). MTH1 promotes mitotic progression to avoid oxidative DNA damage in cancer cells. bioRxiv..

[14] Rudd SG (2020). MTH1 inhibitor TH588 disturbs mitotic progression and induces mitosis-dependent accumulation of genomic 8-oxodG. Cancer Res..

[15] Gad H (2014). MTH1 inhibition eradicates cancer by preventing sanitation of the dNTP pool. Nature.

[16] Einarsdottir BO (2018). A patient-derived xenograft pre-clinical trial reveals treatment responses and a resistance mechanism to karonudib in metastatic melanoma. Cell Death Dis..

[17] Lallo A (2019). Ex vivo culture of cells derived from circulating tumour cell xenograft to support small cell lung cancer research and experimental therapeutics. Br. J. Pharmacol..

[18] Hua X (2019). Karonudib is a promising anticancer therapy in hepatocellular carcinoma. Ther. Adv. Med. Oncol..

[19] Scobie, M. H., Koolmeister, T., Deques, T., Decrose, S., Jacques-Cordonnier, M., Marie-Caroline, J. Pyrimidine-2,4-diamine derivatives for treatment of cancer. Sweden patent WO2014084778 (2014).

[20] Vatsveen TK (2018). Artesunate shows potent anti-tumor activity in B-cell lymphoma. J. Hematol. Oncol..

[21] Rasmussen AM, Smeland EB, Erikstein BK, Caignault L, Funderud S (1992). A new method for detachment of Dynabeads from positively selected B lymphocytes. J. Immunol. Methods.

[22] Rein ID (2015). New distinct compartments in the G2 phase of the cell cycle defined by the levels of gammaH2AX. Cell Cycle.

[23] Landsverk KS, Lyng H, Stokke T (2004). The response of malignant B lymphocytes to ionizing radiation: Cell cycle arrest, apoptosis and protection against the cytotoxic effects of the mitotic inhibitor nocodazole. Radiat. Res..

[24] Kotecha, N., Krutzik, P. O. & Irish, J. M. Web-based analysis and publication of flow cytometry experiments. in *Current protocols in cytometry/editorial board, J. Paul Robinson, managing editor ... [et al.]* Chapter 10, Unit 10 17. 10.1002/0471142956.cy1017s53 (2010).10.1002/0471142956.cy1017s53PMC420827220578106

[25] Mootha VK (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

[26] Subramanian A (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[27] Liberzon A (2015). The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst..

[28] Brodtkorb M (2014). Whole-genome integrative analysis reveals expression signatures predicting transformation in follicular lymphoma. Blood.

[29] Alizadeh AA (2000). Distinct types of diffuse large B-cell lymphoma identified by gene expression profiling. Nature.

[30] Dave SS (2006). Molecular diagnosis of Burkitt's lymphoma. N. Engl. J. Med..

[31] Bethge N (2013). Identification of highly methylated genes across various types of B-cell non-hodgkin lymphoma. PLoS ONE.

[32] Brune V (2008). Origin and pathogenesis of nodular lymphocyte-predominant Hodgkin lymphoma as revealed by global gene expression analysis. J. Exp. Med..

[33] Bakkebo M (2012). SARA is dispensable for functional TGF-beta signaling. FEBS Lett..

[34] Patterson JC (2019). VISAGE reveals a targetable mitotic spindle vulnerability in cancer cells. Cell Syst..

[35] Bai B, Myklebust JH, Walchli S (2020). Gene editing in B-lymphoma cell lines using CRISPR/Cas9 technology. Methods Mol. Biol..

[36] Rosset A, Spadola L, Ratib O (2004). OsiriX: An open-source software for navigating in multidimensional DICOM images. J. Digit. Imaging.

[37] Huse K (2011). Bone morphogenetic proteins inhibit CD40L/IL-21-induced Ig production in human B cells: Differential effects of BMP-6 and BMP-7. Eur. J. Immunol..

[38] Gul N (2019). The MTH1 inhibitor TH588 is a microtubule-modulating agent that eliminates cancer cells by activating the mitotic surveillance pathway. Sci. Rep..

[39] Helleday T (2014). Cancer phenotypic lethality, exemplified by the non-essential MTH1 enzyme being required for cancer survival. Ann. Oncol..

[40] Clarke AR (1993). Thymocyte apoptosis induced by p53-dependent and independent pathways. Nature.

[41] Lowe SW, Ruley HE, Jacks T, Housman DE (1993). p53-dependent apoptosis modulates the cytotoxicity of anticancer agents. Cell.

[42] Stokke T (2000). Oncogenic aberrations in the p53 pathway are associated with a high S phase fraction and poor patient survival in B-cell Non-Hodgkin's lymphoma. Int. J. Cancer.

[43] Fiskvik I (2013). Karyotyping of diffuse large B-cell lymphomas: Loss of 17p is associated with poor patient outcome. Eur. J. Haematol..

[44] Fiskvik I (2015). Combining MYC, BCL2 and TP53 gene and protein expression alterations improves risk stratification in diffuse large B-cell lymphoma. Leuk. Lymphoma.

[45] Ichikawa A (1997). Mutations of the p53 gene as a prognostic factor in aggressive B-cell lymphoma. N. Engl. J. Med..

[46] Sesques P, Johnson NA (2017). Approach to the diagnosis and treatment of high-grade B-cell lymphomas with MYC and BCL2 and/or BCL6 rearrangements. Blood.

[47] Riedell PA, Smith SM (2018). Double hit and double expressors in lymphoma: Definition and treatment. Cancer.

[48] Lin A (2019). Off-target toxicity is a common mechanism of action of cancer drugs undergoing clinical trials. Sci. Transl. Med..

How the deposited data were processed for this re-analysis (not part of the article)

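The experiment covers RNA of 2 B-cell lymphoma lines, Mino and BL-41, each with 2 control arrays and 2 arrays of cells treated with 0.5 µM karonudib for 12 h. The authors deposited log2 values that, by the submitters' processing notes, were made with RMA; the version, the program, the annotation and any filter are not given in the sources used here. Every one of the 12387 probe sets used here reaches a log2 signal of at least 5.00 on some array, values range from 1.18 to 13.96 and none is missing. Array medians were 6.32 and 6.37 in Mino controls, 6.43 and 6.43 in karonudib-treated Mino, 6.39 and 6.40 in BL-41 controls and 6.37 and 6.34 in karonudib-treated BL-41 cells. The deposited values were used without further normalization, and all columns of the table were used.

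A probe set was named only where the array annotation paired it with exactly 1 gene symbol, which held for 6686 probe sets; 0 had several symbols and 5701 were unnamed here. Symbols were updated through gene identifiers for all 6686. Of the 6346 genes, 160 had several probe sets, and the one with the highest mean over all arrays was kept. A probe set that reads near-identical copies of a gene cannot tell them apart. Among the genes that the paper names, values are given for NUDT1, MYC, BCL2, OGG1 and GAPDH.

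Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) on the log2 values. The combined fit had the cell line and the treatment as terms over all 8 arrays; the effects in Mino, in BL-41 and their difference came from a fit of the 4 groups, so that all arrays shared 1 estimate of the spread. Genes passed at a Benjamini-Hochberg adjusted p under 0.05 with no limit on the fold. The paper's statistics section names an unpaired two-tailed Student's test, which is called the methods' t-test here and was run as an alternative. Its text does not say that this test was used on single genes of these arrays. In both lines combined the test had no cell line term, so differences between the lines enter its spread. Both fits were tested on simulated data drawn from the real control means, with the real spreads shuffled across genes and 200 of 6346 genes changed. The simulated values vary independently, and in the combined case both lines changed alike. The shares recovered may therefore be too high for the real data. In both lines combined, 63.3% of genes changed by 0.5 on the log2 scale and 97.0% of those changed by 1 were recovered; for the difference between the lines these shares were 1.79% and 46.9%.

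Gene lists were tested with the GSEA running sum (fgsea 1.28.0 for the score, weight 1) on the signal-to-noise ratio, with each SD set to at least 0.2 of the mean as GSEA does. On log2 values this floor lies far above typical replicate SDs (medians of 0.09 to 0.13 within groups), so replicate noise hardly enters this ranking. Ranking by limma's moderated t, which weighs that noise, gave 18 lists, the same 16 among them. The paper names GSEA, 1000 permutations and an FDR under 0.1 but its text does not name the kind of permutation; here p came from 1000 random gene sets of the same size, one-sided on the observed sign, with Benjamini-Hochberg adjustment over the lists. In 5 simulations, a shift of 0.3 planted in a list of 117 genes was found 5 times, and 0 of 130 unchanged lists passed; the simulated genes vary independently, which real genes do not. There were 36 lists, among them cell cycle phases, spindle and kinesin genes, p53 targets, DNA repair, stress responses, metabolism and markers of B cells, T and NK cells and myeloid cells. The 27 lists with at least 10 measured genes were tested. List members were found by their current symbol, or by an older name only where that name was no current symbol and belonged to 1 gene alone. This rule on older names was tightened after the results had been seen, because names such as LIG1 and PDK1 had been matched to other genes. It dropped 18 wrongly matched members from 12 lists and left glycolysis too short to test; the same 16 lists passed before and after. Camera and fry in limma were alternatives, camera with its preset correlation of 0.01 and with an estimated one.

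The samples, the designs, the 36 gene lists, the alternatives (apart from those said to be later) and the rule for naming genes were fixed before the data were examined. Lists of multi-copy families, nuclear transcripts and small Cajal body RNAs were made after the values were seen. Which lists are described with examples was decided after the list results had been seen. The rule took the 10 largest rises and the 10 largest falls that passed in both lines combined with the same direction in all 4 pairs, or the 10 smallest p-values where none passed; up to 4 members of each list described, by the size of the change; and the genes the paper names. Loci with only a LOC symbol and small RNAs were counted and not named unless said otherwise. The series text says that the 2 replicates of a line were run a week apart, so same-numbered arrays of a line were taken as pairs, a reading settled after the fits had been run. It does not say that control and karonudib arrays of one number shared a week. The deviations of paired arrays from their group means correlated with r = -0.04 in Mino and 0.35 in BL-41. The alternatives were the pairs as a block, a filter on dim genes (below the 25th percentile), renewed quantile normalization, median centring, the mean of probe sets, all probe sets, another variance model, array weights, a limit of 1.5-fold, the methods' t-test and leaving out each array. Other rankings, weights, permutations and set tests were tried for the lists.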

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

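All weighing tests here were chosen after the values were seen, except the counts of splits of the arrays for the gene lists and for the gap between phase lists; keeping to splits balanced within lines was chosen later.

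Of the 16 enriched lists, 10 lie outside the sets the paper discusses, 2 toward higher and 8 toward lower expression, although 8 of the 31 S phase markers and 14 of the 44 E2F targets are also members of the spindle or G2/M lists, as is 1 gene of each of 4 others. The FDR was 0.00884 for S phase markers, E2F targets, the hypoxia response and the oxidative stress response, 0.0190 for immediate early transcripts, 0.0230 for the ATF4 target and amino acid response list, 0.0648 for apoptosis and 0.0826 for NF-kB targets, all toward lower expression. Toward higher expression it was 0.0314 for heat shock and 0.0826 for cholesterol synthesis. Of these 10, the immediate early list alone also passed in camera with an estimated correlation (adjusted p = 0.0771, and 0.184 with the replicate block as well). With 1 array left out, S phase markers, E2F targets and the oxidative stress response passed in 8 of 8 runs, hypoxia in 7 (not without BL-41 karonudib replicate 1, FDR = 0.255), the amino acid response in 5 (not without either karonudib-treated Mino array or BL-41 control replicate 2, FDR up to 0.211) and apoptosis in 0 (FDR = 0.104 to 0.629). Immediate early transcripts, NF-kB targets, heat shock and cholesterol synthesis passed in 4 and did not pass without either Mino control or either karonudib-treated BL-41 array, with FDRs up to 0.813, 0.361, 0.387 and 0.982. Such runs hold unequal numbers of Mino and BL-41 arrays in the pooled ranking, so differences between the lines enter them. The response of cytosolic ribosomal protein genes differed between the lines in camera with the preset correlation (adjusted p = 0.0312), with a median log2 fold change of -0.03 in Mino and -0.01 in BL-41, and did not pass with an estimated correlation (adjusted p = 0.866). Across all genes the median response of Mino lay 0.11 (log2) above that of BL-41, so differences between the lines are read relative to that shift.

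The median log2 fold change of late G2 and mitosis genes lay 0.68 above that of S phase markers in both lines combined, although 0 of 31 S phase markers passed over all genes in limma (13 fell when adjusted over the list alone), their list had an adjusted p = 0.117 in camera with an estimated correlation, and both lists had 0.184 with the replicate block as well. A scaling of the arrays, which moves all genes of an array together, leaves no such gap. No 1 array set it, since the smallest gap among the 4 pairs was 0.67. Of 34 splits of the arrays, 1, the real one, gave a gap this large and the highest other gave 0.47; the 18 with 2 arrays of each line on either side and the 8 that part all 4 pairs are too few for a share under 0.05, and the highest other in both was 0.36. The split with 0.36 kept the treatment contrast of BL-41 whole, so it holds a treatment difference. By flow cytometry of both lines at the same dose and time (0.5 µM, 12 h), the paper reports that cells accumulated in G2 and above all in M phase. A larger share of cells there and a smaller one in S phase is a candidate explanation of the gap. With these arrays it stays a hypothesis, because the signs in 4 of 4 pairs restate the pattern and no separate test was made on them.

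Of the probe sets without a symbol, 141 passed in both lines combined when all probe sets were tested, 132 higher and 9 lower, against 38 named ones. Of 34 splits, 1, the real one, gave as many calls (179, and 0 in any other split); the 18 balanced within lines and the 8 that part all 4 pairs are too few for a share under 0.05. Counting probe sets with identical values once removed 450 and left 87 unnamed and 28 named calls. The unnamed ones were then still called 3.81 times as often as the named ones, and 2.31 times as often among the brightest ones (top 25 percent), which argues against identical values and dim signals as the whole cause. No biological explanation was tested, because these probe sets carry no gene name here.

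Multi-copy gene families made up 6 of the 16 called genes. A list of such families was made by gene name after the values were seen and includes the 6 called genes. Of its 38 measured genes, 34 had a log2 fold change above 0. The 32 that were not called had a median of 0.21, with 28 above 0. Whether this is a rise of several copies or 1 rise read by shared probes cannot be told apart without the probe sequences. Of 29 transcripts known to stay in the nucleus or to retain introns, a list made after the values were seen, 0 passed over all genes in limma (14 at an unadjusted p under 0.05). Leaving out MALAT1, CCNL2, OGT and PNISR, which led to the list, all 25 others had a log2 fold change above 0, also after median centring and renewed quantile normalization, with a median of 0.21. A scaling that moves all genes of an array alike does not account for this. The median over all genes was 0.01, and the 25 kept a median of 0.19 after median centring. Camera with an estimated correlation, which compares them with all other genes, gave an unadjusted p = 0.0275 on the deposited values and 0.000976 after median centring. As the list was made after the values were seen, these p-values are not independent evidence. A higher share of nuclear RNA in the lysates may be a candidate explanation and stays open: small Cajal body RNAs had a median of 0.20, and camera in limma with an estimated correlation gave them p = 0.136 (16 of 19 above 0).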

How the results depend on the processing

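The gene counts depended on the processing, and the list calls on how correlation between genes was treated; camera with the replicate block and an estimated correlation, and identical probe sets counted once, were chosen after seeing the data. In both lines combined 16 genes passed; the count was 0 with the replicate block, 0 with no cell line term, 0 by the methods' t-test after adjustment (249 unadjusted, 70 of them falls), 27 with dim genes left out (3 falls), 17 with renewed quantile normalization (1 fall), 22 after median centring (2 falls), 50 with an intensity trend and robust estimation (6 falls), 68 with array weights (11 falls), 179 over all probe sets (14 falls) and 115 with identical ones counted once (8 falls). The same 16 genes were among those called with array weights, with the trend and after median centring. In Mino 11 passed; the count was 2 with the replicate block, 28 with the trend, 32 with array weights, 80 over all probe sets, 564 by the methods' t-test unadjusted, 0 after adjustment, and 8 after median centring (5 rises and 3 falls). In BL-41, where 0 passed, it was 3 with dim genes left out (CCNE2 lower, MALAT1 and SCARNA17 higher), 1 with the mean of probe sets (MALAT1), 4 with the trend (those 3 and F8A1, lower), 22 over all probe sets and 346 by the methods' t-test unadjusted; these genes were chosen after their values were seen. Leaving out 1 array gave 0 to 16 genes combined (9 and 8 without BL-41 control or karonudib replicate 2), 2 to 7 in Mino, 0 to 0 in BL-41 and 0 to 2 for the difference between the lines, namely MIR1206 and MIR4748 without Mino control replicate 2. The cause was not tested. Of 34 splits of the arrays, 1, the real one, gave 16 genes and the highest other gave 1; the 18 balanced within lines and the 8 that part all 4 pairs (highest other 1 and 0) are too few for a share under 0.05.

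The mitotic spindle and G2/M checkpoint lists kept their direction under the alternatives run, with FDRs of 0.00604 to 0.0132 and 0.00604 to 0.0326 when 1 array was left out. For each, the FDR was 0.15 by phenotype permutation, which cannot give a p under 0.0556, 0.226 in camera with an estimated correlation and 0.349 with the replicate block as well. The number of enriched lists, 16, was 0, 4 and 0 under these settings and 12 to 16 when 1 array was left out. Each run without 1 array kept 10 to 15 of the main 16 lists and also called lists outside them. Fry gave the 2 lists FDRs of 0.0613 and 0.0559 and passed 11 lists. Camera with the preset correlation passed 18 lists, with and without the replicate block. Of 35 splits, 1, the real one, gave 16 lists and the highest other gave 12; for the enrichment scores of 0.57 and 0.51, 1 of 35 was as large and the highest others gave 0.53 and 0.45, with the same limit. Each of these highest others kept the treatment contrast of 1 line whole, so it holds a treatment difference. Of 77 named genes, 12 were called, and 94 of their 178 values under alternatives lost the call. Over all 1139 values, 39 gained a call, and 0 changed sign with a call in either fit. Sign changes of genes without a call were not counted. Signal over background limits dim probe sets such as that of HERC2P2.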

Differences from the paper's values

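The paper reports that 2 Hallmark gene sets passed at an FDR under 0.1, whereas 16 of the 27 lists tested here did. The lists are not the Hallmark collection, and they overlap in cell cycle genes, so the counts are over different sets. Of the alternatives set before the data were examined, none gave 2; the nearest were 4 in camera with an estimated correlation and 0 by phenotype permutation.

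For the G2/M checkpoint set the paper's p is 0.006, and the value here is 0.00125, the smallest p that this permutation can give. The list here was written from memory, with 139 measured genes ranked among 6346. It may differ from the paper's set in its members and in the genes ranked, and the same holds for the mitotic spindle list below. The difference allowed was the SD of the values from the runs with 1 array left out, 0.00315 for this p. Such runs share most of their arrays and hold unequal numbers of Mino and BL-41 arrays. Their SD is therefore not the spread between replicates and may be too narrow. BL-41 alone (0.00389) and the data without Mino control replicate 1 lay within this SD of the paper's value. The other alternatives with a permutation p did not. The paper's enrichment score for this set is about 0.45 in Fig. 2G, read by eye, against 0.51 here. Mino alone (0.47) and BL-41 alone (0.43) came within the SD of the same runs for this score (0.0490). So did the data without Mino control replicate 2, without Mino karonudib replicate 1 or without BL-41 karonudib replicate 1. The list without the genes shared with the mitotic spindle list (0.41) did too. The other alternatives that give a score did not.

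For the mitotic spindle set the paper's enrichment score is about 0.50 in Fig. 2G, read by eye, against 0.57 here. The SD of the runs with 1 array left out was 0.0267 for this score, with the same limits. Mino alone (0.51) came within this SD of the paper's value. So did the data without BL-41 control replicate 2, without BL-41 karonudib replicate 1 or without BL-41 karonudib replicate 2. The other alternatives that give a score did not.

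The paper states that only the spindle and G2/M sets were significantly dysregulated. Here S phase markers and E2F targets were enriched toward lower expression (FDR = 0.00884 for each), calls that were lost in camera with an estimated correlation. Neither list was taken from the Hallmark collection that the paper tested, so the 2 statements are over different sets. The paper's text gives no direction for the mitotic spindle and G2/M checkpoint sets; both scores lie above 0 in Fig. 2G, read by eye, and here.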

Other observations

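Of 11 measured heat shock genes, 0 passed over all genes (3 rose when adjusted over the list alone) and 10 had a log2 fold change above 0, with a median of 0.13. The list passed at an FDR of 0.0314, but only in 4 of 8 runs with 1 array left out and not in camera with an estimated correlation (adjusted p = 0.413). CHORDC1, a co-chaperone of HSP90 with a dim probe set (mean log2 signal 4.12), had 0.76 (SE 0.20), HSPA1B and HSPA1A, which encode inducible HSP70 and are near-identical copies, 0.54 (SE 0.16) and 0.47 (SE 0.15), and HSPH1 0.34 (SE 0.18); none of these passed, and each was higher in 4 of 4 pairs. All 18 measured genes of cholesterol synthesis had a log2 fold change above 0 (15 after median centring and 16 after renewed quantile normalization), with a median of 0.12 (0 passed; adjusted p = 0.275 with an estimated correlation), among them IDI1 (0.39, SE 0.12) and HMGCS1 (0.38, SE 0.11), 2 enzymes of the mevalonate pathway. All 15 measured genes of the ATF4 and amino acid response lay below 0, with a median of -0.16 (0 passed; adjusted p = 0.529 with an estimated correlation): SESN2, a sensor of leucine, had -0.60 (SE 0.35), DDIT4, an inhibitor of mTORC1, -0.56 (SE 0.34) and ASNS, asparagine synthetase, -0.33 (SE 0.22). Of 19 immediate early and other short-lived transcripts, 15 lay below 0, with a median of -0.14 (0 passed), including PIM1 (-0.45, SE 0.19), EGR1 (-0.36, SE 0.19) and JUNB (-0.33, SE 0.10).

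The other lists with lower expression had medians of -0.09 for the oxidative stress response (20 of 22 below 0), -0.17 for hypoxia (11 of 12), -0.12 for NF-kB targets (14 of 19) and -0.06 for apoptosis (17 of 25). With an estimated correlation the adjusted p was 0.226 for the first, the second and the third and 0.275 for apoptosis. The 11 lists that were not enriched had FDRs of 0.102 for p53 targets, 0.164 for G1/S cyclins and inhibitors, 0.251 for nucleotide pool sanitation and base excision repair, 0.336 for MYC targets, 0.421 for DNA repair and damage signalling, 0.506 for the unfolded protein response, 0.651 for the interferon alpha response, 0.780 for germinal centre B cell genes, 0.869 for ribosomal proteins, 0.894 for B cell identity and 0.989 for oxidative phosphorylation. With 1 array left out, germinal centre B cell genes passed in 8 of 8 runs (FDR = 0.00604 to 0.0135), toward lower expression in the 4 without a Mino control or a karonudib-treated BL-41 array and toward higher in the other 4; these runs hold unequal numbers of arrays of the 2 lines. The interferon alpha response passed in 5 of 8 (FDR = 0.0544 to 0.351), and p53 targets, DNA repair and damage signalling, the unfolded protein response and B cell identity in 1 each. Median and enrichment score had opposite signs for G1/S cyclins and inhibitors, the unfolded protein response, germinal centre B cell genes, ribosomal proteins and oxidative phosphorylation. The remaining 9 lists had fewer than 10 measured genes and were not tested: 9 glycolysis genes, 7 plasma cell genes, 6 mantle cell lymphoma genes, 6 T and NK cell genes, 2 myeloid genes, 2 antigen presentation genes, and 0 tubulin, histone and mitochondrially encoded genes.

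NUDT1, which encodes the karonudib target MTH1, had a log2 fold change of 0.00 (SE 0.11, adjusted p = 0.994, limma), with mean log2 signals of 8.93 ± 0.03 (SD, n = 2) in control and 8.96 ± 0.01 in karonudib-treated Mino, and 7.37 ± 0.28 and 7.33 ± 0.17 in BL-41. MYC had -0.18 (SE 0.09, adjusted p = 0.587, limma), BCL2 -0.17 (SE 0.14, adjusted p = 0.763) and OGG1, the glycosylase of 8-oxoguanine, -0.11 (SE 0.15, adjusted p = 0.863). GAPDH had -0.02 (SE 0.10) on a dim probe set (mean log2 signal 5.70) that is not known to be the gene's main one. Of 21 genes of nucleotide pool sanitation and base excision repair, 0 passed over all genes (1 fell when adjusted over the list alone, UNG, -0.39, SE 0.10). Across the 6346 genes, which are not independent replicates, the responses of Mino and BL-41 correlated with r = 0.27, and 53.7% had the same sign.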
